A study of Mus musculus with 7 samples. Its data were reported in "TET1 Directs Chondrogenic Differentiation by Regulating SOX9 Dependent Activation of Col2a1 and Acan In Vitro" (2020).

How the data were processed

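ATDC5 is a mouse chondroprogenitor line that forms cartilage-like cells when insulin, transferrin and selenite are added to its medium. There were 7 samples of genomic DNA, which the labels place in 5 groups: day 0 input DNA (1 sample), day 0 DNA enriched for 5-methylcytosine (5mC, 1 sample), day 10 DNA enriched for 5mC (1 sample), and day 5 and day 10 DNA enriched for 5-hydroxymethylcytosine (5hmC, 2 samples each). The labels do not say how many cultures these came from. The study's text gives other days for its profiles than the labels do. The days used here are those of the labels, and each comparison of days rests on them. The study also names stages, by which the day 10 5hmC list is of intermediate cells and the day 10 5mC list of chondrocytes, so that both lists may not be of the same day. The direction of the comparisons of days would change if a label were wrong, which was not tested. 5mC was captured with a methyl-CpG binding protein complex. 5hmC was captured after a glucosyltransferase added a tagged sugar to it.

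Per the study's methods, the authors trimmed single-end reads, aligned them with BWA, kept reads above a mapping quality limit and called peaks with MACS. The deposited files are 4 peak lists, 1 for each enriched group. Each row gives a chromosome, a start, an end and, for part of the peaks, a gene symbol and accession that the authors assigned. The files hold no score, fold, count or p-value per peak. Per the file headers, the 5mC lists hold regions with at least 3-fold enrichment and the 5hmC lists regions with at least 10-fold enrichment in samples that were merged by day. The file headers do not name the sample that each list was compared with. The study's methods describe the peak calling, at default settings, as a search for gain or loss of either mark between progenitors and chondrocytes. The lists may therefore hold differences between samples and not all sites of a mark. A different control, threshold or depth would change both the number and the width of peaks. The depth is unknown, so numbers of peaks cannot be scaled to it, and intervals below cover counting error over peaks only. The input sample has no peak list and was not analysed here.

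Coordinates are on GRCm38, the build named in the study's methods. Chromosome names were checked and all peaks lay within the chromosome lengths of that build, and 98.23% to 99.61% of the peaks whose symbol is in the GENCODE mouse release 21 annotation lay within 10000 bp of that gene. Peak coordinates are printed as the authors' files give them. Empty rows in the 5hmC files (27818 and 25449) were dropped. No peak was filtered.

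Peaks were compared by overlap of at least 1 bp. For each pair of lists, the peaks of the first were placed at random 1000 times on the same chromosome, with their widths, in runs of assembled sequence of at least 10000 bp. The one-sided p-value of this placement permutation test is 0.001 at its smallest, and the two-sided one used for location is 0.002. Promoters were the 5000 bp upstream of a transcription start and gene bodies lay between start and end of 55450 annotated genes, with the promoter taken first. Shares between lists were compared with a two-sided Fisher's exact test. Motifs were the strings TGASTCA (AP-1), YTGCCAAG (NF1), AACCACA (RUNX) and ACAAWGG (SOX) on either strand, and each list's peaks were compared with their own flanks of equal width, starting 2000 bp from the peak edges, by a two-sided Fisher's exact test. Odds ratios of the days were compared by Zelen's exact test, two-sided. CpG content and repeat share, marked by lower case in the reference, were compared with the flanks by a sign-flip permutation test with 100000 resamples. The number of study-named genes with a peak was ranked among 10000 random lists of protein-coding genes, each drawn from the 50 shorter and 50 longer neighbours in gene length. The percentile in these lists was the measure fixed beforehand. The share of random lists with at least as many genes, and its 5% level, were chosen after the percentiles were seen, since ties make the percentile more lenient. Adjusted p-values are Benjamini-Hochberg values within each family. Each test compares peak lists and not samples, since there was 1 list for each mark and day.

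The groups, the tests, the other settings to try and the rule for named items were fixed before the data were examined. The rule named 16 genes from the study's text, each reported with or without a peak, and the 3 highest peaks of each list. As the lists have no fold or score, the 3 widest were taken, which the rule gave for that case. The CpG content, CpG context and chromosome analyses were added later. The other settings covered the overlap rule, the placement, the chromosomes, merging of nearby peaks, the promoter length, the gene set, the flanks, the window and repeats. For motifs in equal lengths outside repeats, added later, each peak and its flanks kept as many bases not marked as repeat, those nearest the midpoint. Positions or windows of matched CpG or GC content were the nearest of 20 random ones on the same chromosome. How close this match came was not checked.

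The placement and motif scripts were tested on simulated data. All 60 planted overlaps in 200 simulated intervals and all 60 planted motifs in 200 simulated sequences were recovered. Of 40 simulated lists without planted overlap, 0 passed the threshold of 0.05. Those lists were small and drawn by the same random placement as the test. Overlap in them was rare, so this count says little on false positives in the real lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and statsmodels 0.14.6 were used.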

Results

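To follow cytosine modification during chondrogenic differentiation, 5mC was profiled in ATDC5 progenitors (day 0) and at day 10, and 5hmC at days 5 and 10. The data were 4 peak lists from 6 enriched samples. The 5hmC lists were each made from 2 merged samples and the 5mC lists from 1 sample each, so no value below has a replicate spread. The depth of the libraries is unknown. The days are those of the labels, and the study's text gives other days for its profiles.

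The day 0 5mC list held 326 peaks that covered 240.8 kb, and the day 10 5mC list held 2401 peaks that covered 2507 kb. The number of peaks was 7.37 times higher at day 10. The day 5 5hmC list held 2058 peaks over 1772 kb, and the day 10 5hmC list held 4164 peaks over 704.9 kb. There were 2.02 times more 5hmC peaks at day 10, while the covered length was 0.398 of that at day 5. The median 5hmC peak width was 818 bp at day 5 and 146 bp at day 10. Median 5mC widths were 735 bp at day 0 and 1005 bp at day 10. Of the alternatives, merging peaks within 1000 bp moved a number of peaks most, from 4164 to 3947 for day 10 5hmC.

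**Figure D1:**
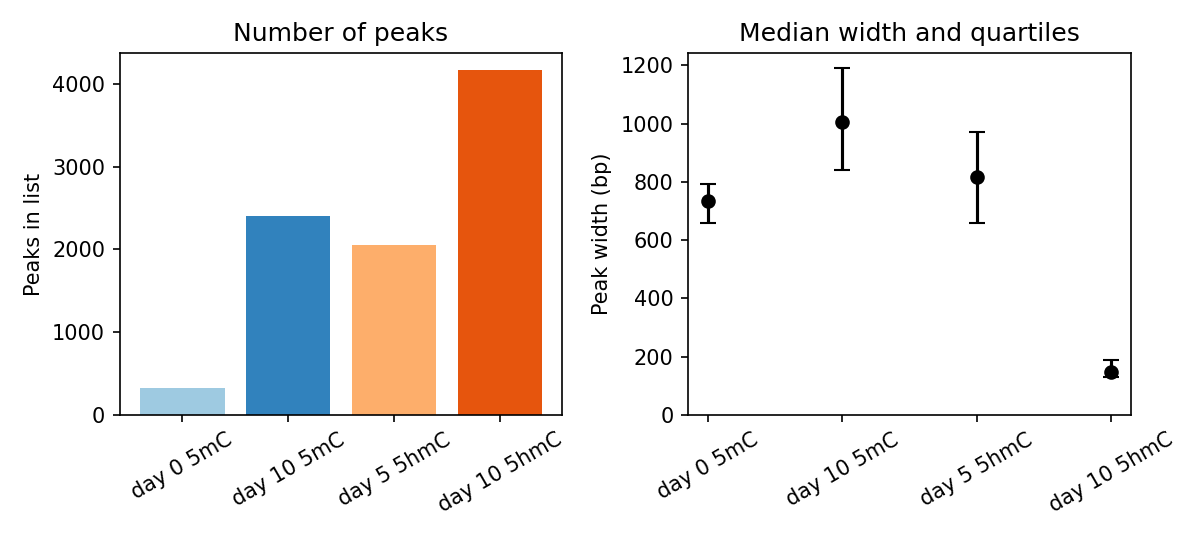
The left panel gives the number of peaks in each of the 4 lists, and the right panel the median peak width in bp with the quartiles as bars. The day 10 5hmC list has the most peaks, 4164, and the lowest median width, 146 bp.

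The 3 widest peaks of each list were examined. The widest peak of the day 10 5mC list lay on the mitochondrial chromosome, from 18 to 6704, and so did that of the day 5 5hmC list, from 9 to 6590. Both covered coding sequence of mt-Nd1, mt-Nd2 and mt-Co1. The next in both lists lay on chromosome 17, from 39842709 to 39849128 for 5mC and from 39842853 to 39848966 for 5hmC, at the 45S ribosomal RNA gene Rn45s by the authors' symbol. The next day 10 5mC peak was on chromosome 15 from 96690882 to 96694379 over coding exons of Slc38a2. The widest day 10 5hmC peak, on chromosome 14 from 19417341 to 19419533, lay inside the day 5 5hmC peak from 19415289 to 19419852, at the predicted gene Gm21738. The other day 10 5hmC peaks among the widest were on the mitochondrial chromosome from 3424 to 4731 and on chromosome 14 from 19415705 to 19416946. The widest day 0 5mC peaks lay outside protein-coding genes, on chromosome 4 from 146053426 to 146055983, on chromosome 13 from 113474870 to 113476055, in the long noncoding RNA gene 4921509O07Rik, and on chromosome 3 from 46160351 to 46161528.

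Whether 5hmC sites of day 5 were found again at day 10 was asked by overlap. Of the 2058 day 5 peaks, 609 (29.6%, 95% Wilson interval 27.7 to 31.6) overlapped a day 10 peak, against 0.234% for random placement (placement permutation test, one-sided, p = 0.001, the smallest it can give, adjusted p = 0.002). Of the 4164 day 10 peaks, 710 (17.1%, 15.9 to 18.2) overlapped a day 5 peak, against 0.178% (placement permutation test, adjusted p = 0.002). The share depended most on the overlap rule. When 50% of both peaks had to be shared, the day 5 share was 0.534%, still above random placement. The 1449 day 5 peaks and the 3454 day 10 peaks without a partner made up the rest of these lists.

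For 5mC, 0 of the 326 day 0 peaks overlapped a day 10 peak, which allows a share of up to 0.92%. Random placement gave 0.732 peaks on average, so an overlap below that given by chance could not be detected (one-sided placement permutation test, p = 1). Likewise 0 of the 2401 day 10 peaks overlapped a day 0 peak, which allows up to 0.125%. The closest pair was 4543 bp apart, and the median distance from a day 0 peak to the nearest day 10 peak was 557.5 kb. If these lists hold gains and losses between the same samples, which the study's methods leave possible, an overlap of 0 can follow from the peak calling.

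At day 10, 29 of the 4164 5hmC peaks (0.696%, 0.485 to 0.998) overlapped a 5mC peak, against 0.219% for random placement (placement permutation test, adjusted p = 0.002). Of these 29 peaks, 5 were mitochondrial and 3 lay at the ribosomal RNA locus. Without peaks of these kinds the share was 0.506% against 0.14%. Against positions matched to the peaks in CpG content, 0.381% was given by chance (placement permutation test, adjusted p = 0.003), which the share exceeded by a ratio of 1.83, against 3.19 for random placement. As the match was approximate, the excess that remained may also go with CpG content. The study places the day 10 5mC list at a later stage than the day 10 5hmC list, so both may not be of the same day. When 50% of both peaks had to be shared, the share was 0%.

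**Figure D2:**
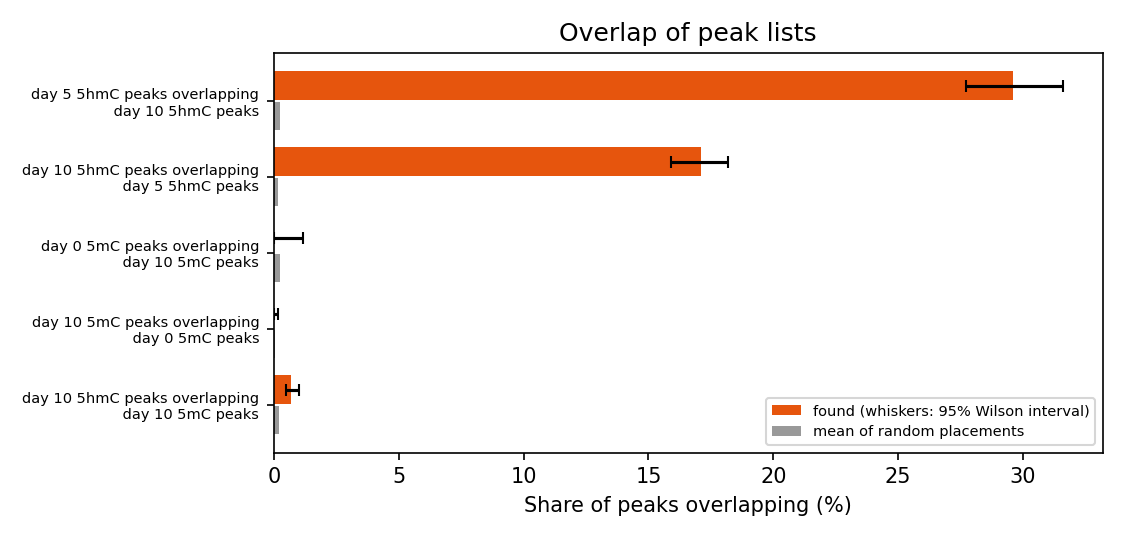
Bars give the share of peaks in percent that overlap the other list, with 95% Wilson intervals as whiskers, and grey bars give the mean of 1000 random placements. The 5hmC lists share 29.6% and 17.1% of their peaks, and the 5mC lists share 0%.

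Peaks were assigned to promoters, gene bodies or intergenic sequence. Gene bodies held 62.1% of day 10 5mC peaks against 44.5% for random placement, 56% of day 5 5hmC peaks against 44.3%, and 54.2% of day 10 5hmC peaks against 44.8% (two-sided placement permutation test, adjusted p = 0.003 for each). Positions matched to the peaks in CpG content gave higher shares, 52.5%, 52.7% and 49.5%, so part of each excess goes with CpG content (same permutation test, adjusted p = 0.003 for each). The match was to the nearest of 20 positions, so the excess that remained may also go with CpG content. Day 0 5mC peaks were below random placement in gene bodies, with 36.2% (31.2 to 41.5) against 44.3% (adjusted p = 0.009), and above it in intergenic sequence, with 52.5% against 44.7% (adjusted p = 0.005, same permutation test). Promoters held 14.2% of day 10 5mC, 14.6% of day 5 5hmC and 12.9% of day 10 5hmC peaks, each above random placement (11.6%, 11.3% and 10.3%, placement permutation test, adjusted p = 0.003 for each). Against positions with the CpG content of the peaks, the gain at promoters was lost for day 5 5hmC (placement permutation test, adjusted p = 0.4) and reversed for day 10 5mC. The day 0 5mC share in promoters, 11.3%, did not differ from random placement (placement permutation test, adjusted p = 0.881).

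Between lists, the gene body share of 5mC peaks was 25.9 percentage points higher at day 10 than at day 0 (Fisher's exact test, adjusted p = 4.26e-18). At day 10 the gene body share of 5hmC minus that of 5mC was -7.91 points (Fisher's exact test, adjusted p = 9.66e-10). The day 10 and day 5 5hmC lists did not differ in gene bodies (adjusted p = 0.199) or promoters (adjusted p = 0.0871) by Fisher's exact test, and the intergenic share was 3.5 points higher at day 10 (adjusted p = 0.00981). Among the other settings, the gene body difference passed the threshold by midpoint only. The promoter difference passed it with 2000 bp promoters, protein-coding genes or peaks of at least the median width, and reversed by midpoint.

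**Figure D3:**
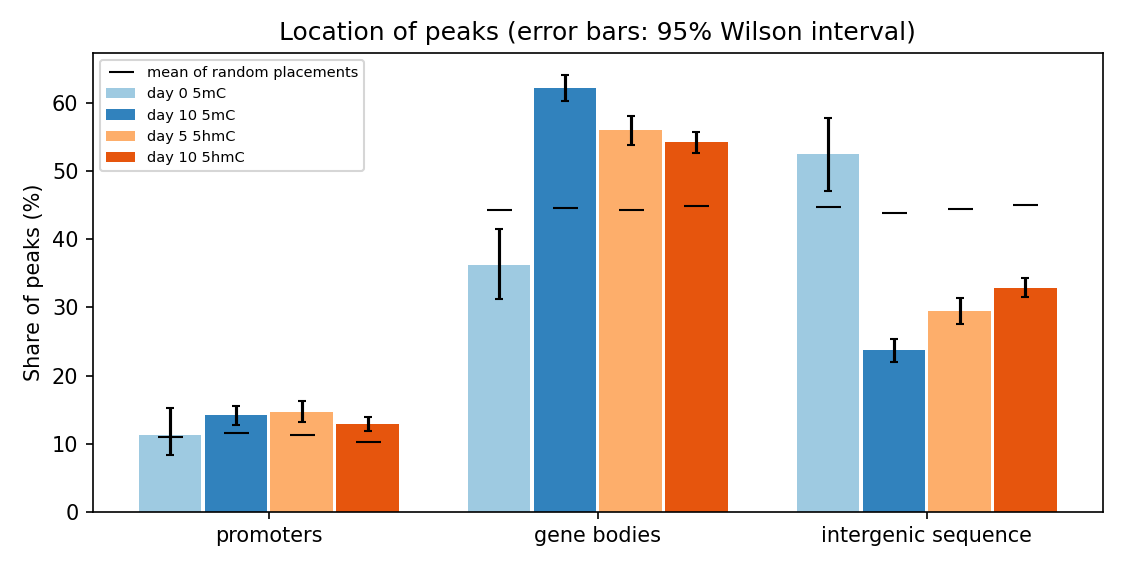
Bars give the share of peaks in percent in promoters, gene bodies and intergenic sequence for the 4 lists, with 95% Wilson intervals, and dashes give the mean of random placements. Day 10 5mC peaks have the highest gene body share, 62.1%, and day 0 5mC peaks the lowest, 36.2%.

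Motifs for AP-1, NF1, RUNX and SOX factors were counted in peaks and flanks to ask which factor sites go with 5hmC. The AP-1 string was present in 43.1% (41 to 45.3) of day 5 5hmC peaks and 14.3% of flanks (odds ratio 4.56, Fisher's exact test, adjusted p = 6.83e-131). At day 10 it was present in 7.9% (7.12 to 8.76) of the narrower peaks and 3.31% of flanks (odds ratio 2.51, Fisher's exact test, adjusted p = 1.06e-26). In windows of 200 bp around the midpoint, the setting that moved the day 5 value most, the odds ratio was 7.05 at day 5 and 2.48 at day 10. NF1 sites had odds ratios of 1.92 at day 5 and 3.19 at day 10 (adjusted p = 1.63e-13 and 1.41e-24), and RUNX sites 1.42 and 1.85 (adjusted p = 2.10e-07 and 1.53e-13, all by Fisher's exact test). The SOX string did not differ from flanks by Fisher's exact test at day 5 (27.1% against 26.7%, adjusted p = 0.843) or at day 10 (5.36% against 6.04%, adjusted p = 0.193).

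In the 5mC lists, AP-1 was less frequent in peaks than in flanks, with 5.21% against 9.4% at day 0 (Fisher's exact test, adjusted p = 0.0429) and 13.4% against 16.8% at day 10 (adjusted p = 3.89e-04). Against windows of the same GC content the day 0 gap was not past the threshold (same exact test, adjusted p = 0.0651). The odds ratio there was 0.505, against 0.53 for flanks, with fewer windows compared. The day 0 gap stayed in 200 bp windows (same exact test, adjusted p = 0.0086) and not in equal lengths outside repeats (adjusted p = 0.67). At day 10 the gap stayed against windows of the same GC content (same exact test, adjusted p = 2.82e-04) and not in 200 bp windows (adjusted p = 0.374). RUNX sites were less frequent in day 10 5mC peaks (19.8% against 22.5%, Fisher's exact test, adjusted p = 0.0161), a difference past the threshold neither in equal lengths of sequence outside repeats (same exact test, adjusted p = 0.749) nor in 200 bp windows (adjusted p = 0.21). The SOX string in day 10 5mC peaks passed it only in those windows (5.58% against 7.37%, Fisher's exact test, adjusted p = 0.00896).

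**Figure D4:**
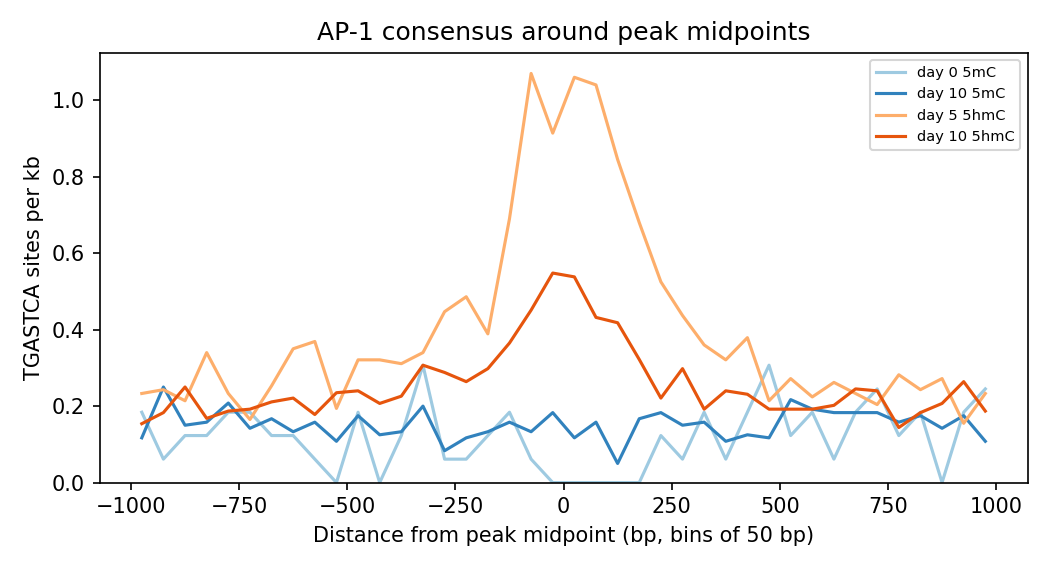
Lines give AP-1 consensus sites per kb against the distance in bp from the peak midpoint, in bins of 50 bp, for the 4 lists. The highest bin reaches 1.07 sites per kb in the day 5 5hmC list and 0.548 in the day 10 5hmC list.

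Of the 16 genes named by the study, 3 had a day 5 5hmC peak in the gene body or up to 5000 bp upstream, namely Sox5, Runx2 and Tet3. Random lists matched on gene length held 1.67 ± 1.17 (SD), which put 3 at a percentile of 85.3, and 22.6% of them had at least as many. At day 10, 5 had a 5hmC peak, namely Hapln1, Scrg1, Sox5, Runx2 and Tet1, against 2.38 ± 1.34 in random lists (percentile 96), 6.55% of which had at least as many. Random lists not matched on length moved these shares most, to 4.77% and 0.7%. The 5mC list of day 10 had peaks at Cst6, Sox5, Runx2 and Tet1. The day 0 5mC list had none at these genes.

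Peaks at these genes lay mostly in introns. Sox5, on chromosome 6, had 8 day 10 5hmC peaks, all intronic, and the one from 143845615 to 143845800 lay within the day 5 peak from 143844869 to 143845992. Likewise the day 10 peak from 144278497 to 144278776 lay within the day 5 peak from 144278264 to 144278988. The Hapln1 peak was intronic, on chromosome 13 from 89570620 to 89570674. The Scrg1 peak was intronic, on chromosome 8 from 57468713 to 57468838. Tet1, on chromosome 10, had a day 10 5hmC peak over a coding exon from 62833266 to 62833552 and an intronic 5mC peak from 62833880 to 62834907. The Cst6 5mC peak lay in the promoter, on chromosome 19 from 5351010 to 5352084. The day 5 peak at Tet3 overlapped a coding exon, on chromosome 6 from 83455004 to 83456025.

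No list had a peak at Col2a1 (chromosome 15, 97975602 to 98004695) or Acan (chromosome 7, 79053483 to 79115099). Nor did any list have one at Col10a1, Vcan, Cthrc1, Sox6, Twist1 or Tet2. The nearest day 10 5hmC peaks were 23031 bp from Col2a1 and 81132 bp from Acan. Sox9 (chromosome 11, 112782224 to 112787760) had none by the rule used, and the nearest day 5 5hmC peak began 37 bp past its end. Absence of a peak at these thresholds and unknown depth does not exclude 5hmC there. The study describes 5hmC signal at Col2a1 and Acan that rose during differentiation. It also measured 5hmC at single sites of both genes, where the mark fell after Tet1 knockdown. For Sox9 it describes a late-stage 5hmC peak at the transcription start and another close to the gene body. The lists used here are therefore not the only evidence on 5hmC at these genes.

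Peak density differed between chromosomes. Per Mb, autosomes had 0.83 day 5 and 1.67 day 10 5hmC peaks, and X had 0.0702 and 0.17. For 5mC, autosomes had 0.128 peaks per Mb at day 0 and 0.969 at day 10, and X had 0.0585 and 0.076.

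**Figure D5:**
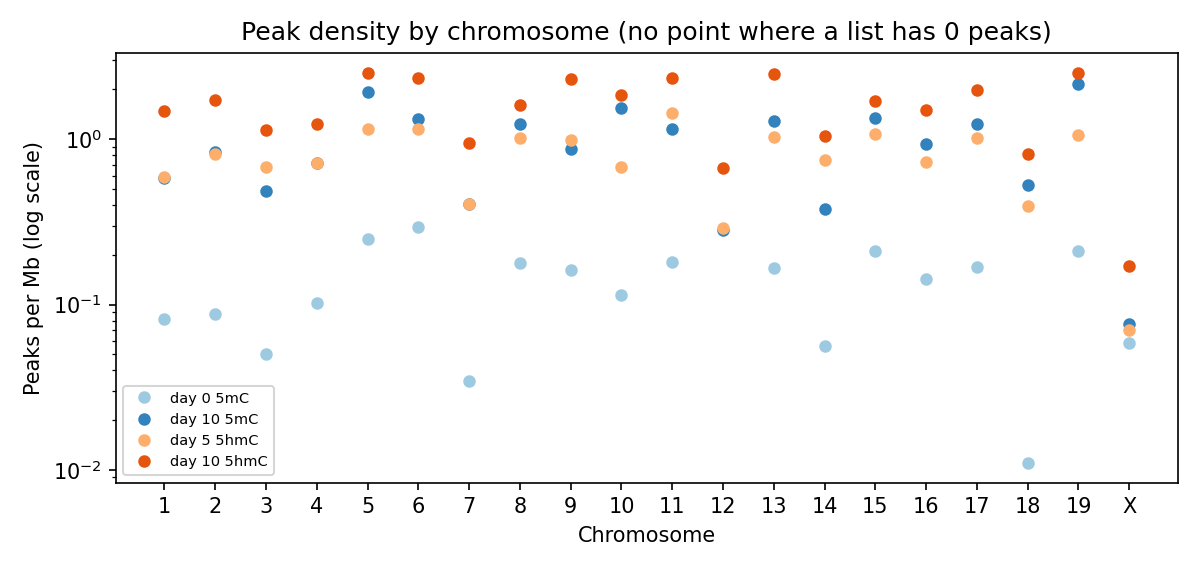
Points give peaks per Mb on a log scale for autosomes and X in the 4 lists. X is the lowest in the 3 lists other than day 0 5mC, which had 0 peaks on chromosome 12.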

Values the study reported

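The study reported that 44% of 90 genes with lower expression after Tet1 knockdown carried a 5hmC peak at day 20 along with SOX9 binding. Of 9878 SOX9 target genes, it counted 6198 (63%) with a 5hmC peak at that day. It gave 25% as the share of class II SOX9 peaks in those genes that overlap 5hmC in a 150 bp window. Elsewhere it gave this share for all class II peaks, and a lower share for class I peaks.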

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

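The tests of chromosome content and of the widest day 10 peaks were set before their results were seen. The other tests in this part were chosen after the result was seen.

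The AP-1 odds ratio differed between the days of the 5hmC lists. It was 1.82 times higher at day 5 than at day 10 (Zelen's exact test, two-sided, adjusted p = 7.60e-08). Peak width does not account for it, since the ratio was 2.85 in windows of 200 bp. Nor does repeat sequence, as the ratio was 1.77 in equal lengths of sequence outside it. The ratio was lower with flanks at 10000 bp, 1.66, and lowest against windows of the same GC content, 1.5 (same exact test, adjusted p = 0.0066). Dilution by weaker calls in the longer day 10 list cannot be told apart from a difference between the days, since the lists hold no score. The 2058 widest day 10 peaks had an odds ratio of 2.28 in 200 bp windows against 7.05 for day 5, but width is only a stand-in for strength. In 200 bp windows, day 5 peaks without a day 10 partner held AP-1 in 21.7% and those with a partner in 11.5% (Fisher's exact test, adjusted p = 4.62e-07). Day 10 peaks went the other way, with 12.3% for those with a day 5 partner and 8.69% for those without (same exact test, adjusted p = 0.0115), which dilution would also give. A batch or calling difference cannot be told apart from a difference between the days, since each day had 1 list. A change of AP-1 bound sites during differentiation stays open and was not tested.

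NF1 and RUNX odds ratios went the other way between the days, with day 5 over day 10 ratios of 0.602 (Zelen's exact test, adjusted p = 7.18e-04) and 0.766 (adjusted p = 0.0136). In 200 bp windows the ratios were 0.737 (same exact test, adjusted p = 0.196) and 0.919 (adjusted p = 0.559). For RUNX the difference was also not past the threshold with flanks at 10000 bp (0.811, same exact test, adjusted p = 0.0551) or against windows of the same GC content (0.796, adjusted p = 0.0953). In these 2 settings the ratio stayed nearer its first value than in 200 bp windows. In equal lengths of sequence outside repeats the RUNX difference stayed (0.681, same exact test, adjusted p = 0.00758). For NF1 the difference stayed with flanks at 10000 bp (0.649, Zelen's exact test, adjusted p = 0.00442). Against windows of the same GC content it was larger (0.39, Zelen's exact test, adjusted p = 3.70e-07). In equal lengths of sequence outside repeats it stayed (0.616, Zelen's exact test, adjusted p = 0.00877). For both motifs width and day cannot be told apart, as the 200 bp ratios lie between the first value and 1. At day 5 fewer windows than peaks held a site (NF1 4.62% against 14.1%, RUNX 8.26% against 25.5%). At day 10 more did (NF1 5.69% against 4.95%, RUNX 8.69% against 7.56%). No biological explanation was tested.

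Day 0 and day 10 5mC peaks differed in their sequence. CpG per 100 bp in peaks minus flanks was -0.178 at day 0 and 1.26 at day 10 (permutation of list labels over peaks, p = 1e-05, the smallest it can give). Only 38.3% of day 0 peaks had more CpG than their flanks, which argues against capture of methylated CpG sites as the source of most of that list. Repeat-marked bases were 71.9% of day 0 peaks and 41.9% of their flanks, a difference of 30 points, which reads of repeat sequence would give. Outside repeats the CpG difference was -0.0466 (sign-flip permutation test, adjusted p = 0.53), so these peaks had no CpG gain there either. A different state of the cells at day 0 cannot be told apart from a weak capture, with 1 list per day. Nor was it tested whether the lists hold gains and losses between the same samples. The rise in peak number from day 0 to day 10 may therefore not measure a gain of methylation.

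The X chromosome held a larger share of day 0 than of day 10 5mC peaks (odds ratio 5.81, Fisher's exact test, adjusted p = 6.87e-04). A model of CpG, gene and repeat content in windows of 1 Mb, fitted on autosomes, predicted this gap. Found over predicted peaks on X were 0.334 at day 0 and 0.271 at day 10, so sequence content is a candidate explanation for the difference between the lists. It does not account for the low number on X in any list, since the ratio was at most 0.376, in day 10 5hmC. No biological explanation was tested.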

How the results depend on the processing

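No paired analysis was possible because the authors merged the numbered 5hmC samples into 1 list per day. For the same reason no replicate was left out. Filters on fold or score were not run, as the lists hold neither. Added after seeing the data were the peaks of at least the median width, placement or windows of matched CpG or GC content, motifs in equal lengths of sequence outside repeats, overlap in 200 bp windows, the exclusion of mitochondrial and ribosomal peaks, and all settings for CpG content and context. The cause of the changes below was not tested unless stated.

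All 16 checks of peak numbers and covered lengths stayed within 1.5 times. The 22 checks of overlap between the 5mC lists stayed at 0 and say nothing on stability, as the closest pair was 4543 bp apart and no setting run reached that far. Of 33 checks of the 3 other overlap results, 32 kept direction and side of the threshold. The overlap of day 10 5hmC with 5mC peaks became 0% when 50% of both peaks had to be shared, since 5mC peaks are far wider. With 50% of the peak covered, the day 5 share was 1.26%.

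Of 78 checks of location, 63 kept both. With promoters of 2000 bp the day 0 5mC promoter share was 4.29%, and with protein-coding genes 2.76%. Both were now below random placement (5.44% and 4.76%), with neither past the threshold (placement permutation test, adjusted p = 0.478 and 0.088). Day 10 5mC promoters were no longer past the threshold by midpoint (11.1%) and fell below placement of the same CpG content (14.2%). The day 5 5hmC share (14.6%) was then no longer past it. Day 0 gene bodies lost significance among peaks of at least the median width (36.7%), which has fewer peaks. Promoter differences passed the threshold with 2000 bp promoters for day 10 minus day 5 5hmC (-1.51 points), day 10 minus day 0 5mC (4.87) and day 10 5hmC minus 5mC (-2.32), and with protein-coding genes for the first pairs (-1.41 and 3.4). By midpoint the 5hmC difference was 0.392 and the 5hmC minus 5mC difference 1.12, both reversed. The 5hmC gene body difference by midpoint, -3.34, passed the threshold (Fisher's exact test, adjusted p = 0.0244). Among those wider peaks the 5hmC promoter difference, -3.66, also passed it (same exact test, adjusted p = 0.00934).

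Of 80 motif checks, 58 kept both, 15 reversed, 5 were no longer past the threshold and 2 passed it in the same direction. The AP-1, NF1 and RUNX gains of both 5hmC lists kept both under all settings run. The day 5 SOX share, near its flanks, reversed with flanks at 10000 bp (27.1%), in 200 bp windows (7.19%) and against windows of the same GC content (27.1%). It passed the threshold outside repeats (25%), where peaks keep more sequence than flanks, and not in equal lengths of it (18.4% against 18.2%, Fisher's exact test, adjusted p = 1). The day 10 SOX share reversed outside repeats (4.85%). In 5mC lists, day 0 SOX reversed in 200 bp windows (6.75%) and outside repeats, there past the threshold (8.28% against 15.9%, Fisher's exact test, adjusted p = 0.00212), where peaks keep less sequence than flanks, and not in equal lengths of it (6.13% against 6.01%), day 0 RUNX outside repeats (4.29%) and by GC content (16%), day 10 NF1 in 200 bp windows (1.54%) and by GC content (9.5%), and day 10 RUNX (15.5%) and SOX (26.3%) outside repeats. In 200 bp windows day 10 AP-1 (2.87%) and RUNX (4.04%) were no longer past the threshold and day 10 SOX (5.58%) passed it, and day 0 AP-1 (5.21%) was no longer past it by GC content. In equal lengths outside repeats day 0 NF1 (2.15%), day 0 RUNX (3.07%) and day 10 NF1 (6.37%) reversed, and day 0 AP-1 (2.15%) and day 10 RUNX (11.8%) were no longer past it.

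Named genes passed the 5% level with unmatched random lists at day 5 (3 genes) and day 10 (5 genes), where longer genes hold more peaks, and with 50000 bp on both sides at day 10 (8 genes). Of 28 checks of CpG content and repeat share, 27 kept both, and all 8 of CpG context did.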

Other observations

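Except for the chromosome tests, the tests in this part were chosen after the result was seen.

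All 4 lists had more peaks on the same chromosomes. Over 19 autosomes, peaks per Mb in the day 0 and day 10 5mC lists, which share no peak, had a Spearman rho of 0.884 and a Pearson r of 0.827 (permutation p = 1e-05 and 2e-05). Chromosomes are not independent samples, and 6 pairs of lists were computed. A model of CpG, gene and repeat content left the ratios of found to predicted peaks related in all 6 pairs, the lowest with a rho of 0.521 and r of 0.613 (adjusted p = 0.0235 for rho), so content alone does not account for it. Without the 2 chromosomes farthest from the median, that pair had an r of 0.668, and the rho between the 5hmC lists fell from 0.595 to 0.436. Extra or missing copies of whole chromosomes may be the source, as between the day 0 5mC list and any other the lowest rho was 0.76. Found over predicted peaks in day 10 5mC were 1.82 on chromosome 5 and 1.64 on chromosome 6, against 0.308 on chromosome 12 and 0.398 on chromosome 7. Not every ratio was shared. Chromosome 10 had 1.58 in day 10 5mC, 0.866 in day 0 5mC and 0.791 in day 5 5hmC. Chromosome 14 had 0.481 in day 10 5mC and 1.1 in day 5 5hmC, and chromosome 19 had 1.83 and 1. Copies shared by all lists would not alone give these differences. Clusters in one part of a chromosome are argued against by both parts sharing the ratio, with a rho of 0.702 in the day 10 5mC list. For day 5 5hmC the rho was 0.409 (adjusted p = 0.0836), which leaves this open there. No karyotype was used here, and the overlap tests hold chromosomes fixed.

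AP-1 was not enriched through base content alone. The odds ratio was 2.97 for day 10 5hmC peaks against random windows of the same GC content. Of 450 strings with the bases of TGACTCA and without CG, none other reached its enrichment of 3.02 in day 5 peaks. The next had 2.25, with 6 bases shared in a row. Strings that hold CG were left out, so an equal enrichment of one of them cannot be excluded. In day 10 peaks the margin was small, 2.39 against 2.29. AP-1 sites near 5hmC are a hypothesis from these lists, with no binding data used here.

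CpGs in the contexts CACGTG and ACCGTG made up a larger share of all CpGs in 5hmC peaks than in flanks, among 136 contexts. The ratios were 2.5 and 2.43 at day 10 and 1.8 and 1.9 at day 5 (Fisher's exact test, highest adjusted p = 5.21e-22). CpGs of one peak are not independent, and these contexts were picked after seeing the data. Rarer contexts had higher ratios, CACGCG with 2.98 at day 10, and CGCGTA with 2.98 (adjusted p = 6.91e-06) and CACGCG with 1.99 (adjusted p = 1.14e-11) at day 5 by the same exact test. The day 10 5mC ratio for CACGTG was 0.998, which argues against a property of any CpG-rich peak. Repeats are argued against by a ratio of 2.53 outside them. E-box sites, CACGTG among them, could not give the 2.43 for ACCGTG. A sequence preference of the TET enzymes or of the 5hmC capture stays open and was not tested.

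The day 10 5hmC list had more and narrower peaks than the day 5 list. Splitting of wide peaks is argued against by 1.17 day 10 peaks per overlapped day 5 peak, below the ratio of peak numbers, 2.02. The lowest width was 51 bp at day 10 and 339 bp at day 5. The study's methods describe default settings for the calling, and whether the control or the depth differed between the lists was not tested.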
